A study of Saccharomyces cerevisiae with 16 samples. Its data were reported in "Dysregulation of amino acid metabolism upon rapid depletion of cap-binding protein eIF4E" (2023).

How the data were processed

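RNA-seq and ribosome profiling libraries came from the same degron strain at 1 h and 8 h after IAA or DMSO. Groups were taken from the sample labels. RNA libraries came from a directional NEBNext kit, poly(A)-selected at 1 h and depleted of rRNA with a kit at 8 h. Footprint libraries used CircLigase II at 1 h, and at 8 h CircLigase I, another reverse transcription primer and subtractive hybridisation of rRNA. The submitters' processing notes name cutadapt, STAR and the builds R64 and sacCer3. The counter and its strand setting are not given in the sources used here, so overlapping and antisense genes, open reading frames without a reference entry and near-identical copies (ribosomal protein pairs, hexose transporters, TDH, EFT, TEF, SSA, histone, PHO11 and PHO12, HYP2 and ANB1) are uncertain. For footprints the authors' methods leave out the first 20 codons.

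The deposited values were counts of reads per gene, whole numbers and not normalised, made by the authors. RNA files held 7126 features, of which 6048 matched locus tags of the reference annotation (R64). The 1 h footprint files held 6696 and the 8 h ones 5647, all of which were among the former. Summary entries of the counter that name no gene (no feature, ambiguous, not unique) stayed out of library sizes and tests, and made up 21.7 to 31.2% of RNA reads. The 10 most abundant genes took 7.61 to 11.2% of RNA counts at 1 h and 17.5 to 24.3% at 8 h, and 20.8 to 23.4% of footprints at 1 h and 15.7 to 20.2% at 8 h. Replicates were not copies of a library, since their counts differed beyond sampling noise (chi-square per degree of freedom 1.43 to 56.5), and their log2 counts had Pearson r of 0.973 to 0.996.

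Tests were run in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM normalisation, quasi-likelihood fit and test, Benjamini-Hochberg adjustment over the genes tested), limma 3.58.1 for gene lists and DESeq2 1.42.0 as an alternative, and figures drawn with matplotlib 3.10.9 in Python 3.11.15. RNA and footprints were compared between IAA and DMSO at each time in fits of 4 libraries. Translation efficiency was the interaction of treatment and assay in a fit of the 8 libraries of a time, and the difference between the times was the interaction of treatment and time in a fit of the 8 libraries of an assay. Counts of genes used an adjusted p under 0.05 and an absolute log2 fold change of at least 0.58. Calls of named genes, list members and RNA classes used the adjusted p alone. CPM were computed on TMM-scaled library sizes. Correlations between fits used genes tested in both, and are, like those with length, across genes, which are not independent replicates. Where a library was left out, the lone sample of its group was assumed to vary like the others.

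The main test, the alternatives, the lists and the rule for named genes were fixed before the data were examined. The rule took CDC33, ARO9, ARO10, ARO80, ARO1, GCN4 and PCL5, in each comparison of IAA and DMSO the 8 largest rises and falls among genes with an adjusted p under 0.05, a mean of at least 50 counts and no overlap between the replicates of IAA and DMSO, and up to 4 members of each list with the smallest adjusted p. It named 116, 101, 117, 115, 102 and 111 genes for RNA, footprints and translation efficiency at 1 h and then at 8 h, of which 64, 57, 77, 70, 52 and 94 are left out of the text. This choice was made after their values were seen: apart from the 7 key genes, genes were left out that lost their call under any alternative, had a group near the floor of 3 counts or had no reference entry (snR46 excepted), and further ones for length. The genes printed there are therefore steadier, though some, such as PHM8 and FIG2, had no adjusted p from DESeq2. For the difference between the times, key genes and largest changes of the same assay that passed are all given below, steady or not. Apart from this, a single named gene is not reported here.

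The 27 lists were eIF4E itself and strain markers (read as values), Ehrlich pathway, aromatic amino acid biosynthesis, Gcn4 targets, GCN4 control, sulfur metabolism, amino acid permeases, poor nitrogen sources, ribosomal proteins, ribosome biogenesis, initiation factors, elongation factors, mRNA decay, stress response, proteasome, drug efflux, glycolysis, nuclear respiratory genes, mitochondrially encoded genes, purine biosynthesis, phosphate starvation, cyclins, histones, alpha-cell, a-cell and meiotic genes, tested with camera where at least 3 members were tested. Camera used a preset correlation of 0.01, an estimated correlation and the rotation test fry as alternatives, and adjustment over all list tests of the 6 comparisons together (of both time differences likewise). Other alternatives were DESeq2, DESeq2 size factors in edgeR, no filter on low counts, no minimum fold change, all 8 libraries of an assay in a single fit, the replicate number or the culture as a block, Spearman rho, genes with a mean of at least 100 counts and leaving out each library. Total-count scaling and lists of hexose transport, hypoxic and iron genes (hexose also without members of the fixed lists) were added after seeing the data.

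Each comparison was tested on simulated data, with 10 draws of counts from the real means and library sizes and 200 changed genes per draw. These rates hold for the draws and do not measure errors in the real data. False calls made up 4.44% (6213 genes), 4.06% and 3.34% for RNA, footprints and efficiency at 1 h. At 8 h they made up 3.25%, 4.68% and 3.95%, up to 8.33% in a single draw, for footprints. A log2 change of 1 was recovered, in this order, for 90.1%, 90.7% and 67.4% of changed genes at 1 h. At 8 h this was 82.9%, 79.5% and 67.4%. A change of 0.58 was recovered for 71.5% in RNA at 1 h and 18.9% in efficiency at 8 h. Cells without the degron treated with IAA were not analysed here.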

Results

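Gene expression after loss of eIF4E, the translation initiation factor that binds the mRNA cap, was measured in the haploid yeast strain BY4742. In this strain eIF4E carried an auxin-inducible degron, a tag that sends a protein to degradation once the auxin indole-3-acetic acid (IAA) is added. Cultures in rich medium received 500 µM IAA or the solvent DMSO for 1 h or 8 h. RNA-seq measured mRNA abundance, and ribosome profiling, the sequencing of mRNA fragments covered by ribosomes (footprints), measured ribosome occupancy. The 16 libraries formed 8 groups of 2. RNA-seq totals over genes at 1 h were 32096327 and 43744949 counts with DMSO and 37670606 and 50294053 with IAA, and at 8 h 10182227 and 15072930 with DMSO and 11864457 and 11664085 with IAA. Footprint totals at 1 h were 8010138 and 6431552 with DMSO and 2849721 and 3651300 with IAA, and at 8 h 1766499 and 9985060 with DMSO and 4882368 and 6458080 with IAA. The labels call the duplicates biological replicates without saying whether they were separate cultures, so p-values measure the spread between these samples, which may be partly technical. Fold changes compare a gene with the other genes of its library. Scaling by total counts alone, an alternative chosen after seeing the data, moved the median log2 fold change of all genes by 0.22 for RNA at 1 h, 0.18 for footprints at 1 h, 0.26 for footprints at 8 h and -0.16 for the difference in RNA between the times.

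CDC33, the gene of eIF4E (YOL139C, chromosome XV, 60383 to 61024 of build R64, coding sequence), was measured first in every library. Because the degron removes protein, its mRNA is no check of the treatment. RNA at 1 h was 744 and 670.1 CPM (counts scaled to a common library size) with DMSO and 584 and 496 CPM with IAA, a log2 fold change of -0.39 ± 0.11 (SE, n = 2 per group, edgeR adjusted p = 0.0299). RNA at 8 h was 761 and 830.03 CPM with DMSO and 579 and 507 CPM with IAA, a log2 fold change of -0.55 ± 0.15 (adjusted p = 0.0320). Footprints at 1 h were 487 and 488 CPM with DMSO and 509 and 462 CPM with IAA (-0.01 ± 0.06, adjusted p = 0.940), and at 8 h 569.8 and 550.4 CPM with DMSO and 544 and 528 CPM with IAA (-0.06 ± 0.12, adjusted p = 0.767), so neither difference passed the test, and both turned positive with total-count scaling (0.17, which passed, and 0.21, which did not). The RNA difference at 1 h lost its call with total-count scaling (-0.17), without DMSO replicate 1 (-0.32) and without IAA replicate 2 (-0.28). The RNA difference at 8 h lost its call without DMSO replicate 1 (-0.61), DMSO replicate 2 (-0.49), IAA replicate 1 (-0.65) or IAA replicate 2 (-0.45). Translation efficiency of CDC33, the footprint change beyond the RNA change, differed by 0.32 ± 0.13 at 1 h (adjusted p = 0.110) and by 0.44 ± 0.18 at 8 h (adjusted p = 0.139).

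The genes deleted in BY4742 checked the strain. In the 1 h RNA libraries HIS3, LEU2, LYS2 and URA3 had at most 3 counts each, and in the 8 h RNA libraries at most 19 for HIS3, 37 for LEU2, 1 for LYS2 and 3 for URA3, against 3186 to 5988 counts for SAG1, an agglutinin gene of alpha cells such as BY4742. All 4 deleted genes had 0 footprint counts.

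The first comparison asked which mRNAs changed within 1 h of IAA. ARO10, the phenylpyruvate decarboxylase gene of aromatic amino acid breakdown (YDR380W, chromosome IV, 1234218 to 1236125), rose 8.48-fold from 52.9 ± 3.33 to 449 ± 2.91 CPM (SD, n = 2; log2 fold change 3.08 ± 0.09, adjusted p = 1.43e-05), and ARO9, an aromatic aminotransferase gene (YHR137W, chromosome VIII, 375709 to 377250), rose 5.41-fold from 98.2 ± 3.82 to 532 ± 8.82 CPM (2.44 ± 0.08, adjusted p = 2.90e-05). The argininosuccinate lyase gene ARG4 of arginine synthesis rose by 2.17 ± 0.13. In the opposite direction, the methionine synthase gene MET6 fell from 397 ± 10.03 to 112 ± 7.08 CPM (-1.82 ± 0.08, adjusted p = 0.000158), together with the hexose transporter genes HXT7 (-2.05 ± 0.21) and HXT2 (-1.83 ± 0.13), which have close paralogs, and the acetaldehyde dehydrogenase gene ALD6 (-1.79 ± 0.13). The small nucleolar RNA snR46, from a class without poly(A) tails, rose by 2.76 ± 0.14 (adjusted p = 0.000158).

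Among the genes singled out by the study, ARO1, the pentafunctional enzyme of the shikimate pathway (YDR127W, chromosome IV, 704484 to 709250), rose from 292 ± 23.3 to 512 ± 52.5 CPM (0.81 ± 0.11, adjusted p = 0.00146), and ARO80, the activator of ARO9 and ARO10 (YDR421W, chromosome IV, 1312040 to 1314892), rose by 0.38 ± 0.08 (adjusted p = 0.00975). GCN4, the transcription factor of amino acid starvation (YEL009C, chromosome V, 138918 to 139763), had a log2 fold change of 0.07 ± 0.12 that did not pass (adjusted p = 0.659) and was -0.06 without IAA replicate 1. PCL5, the cyclin that directs Gcn4 turnover (YHR071W, chromosome VIII, 237004 to 237693), rose from 131 ± 46.0 to 320.4 ± 51.7 CPM (1.29 ± 0.31, adjusted p = 0.0439). That call ended without the filter on low counts (1.28), without IAA replicate 1 (1.43) and without IAA replicate 2 (1.11). The study took up ARO9, ARO10, ARO1, GCN4 and PCL5 efficiency from these samples and ARO80 and PCL5 mRNA from other experiments. The former and the 4 lists with them (Ehrlich, aromatic biosynthesis, Gcn4 targets and GCN4 control) are nowhere independent evidence of direction.

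**Figure D1:**
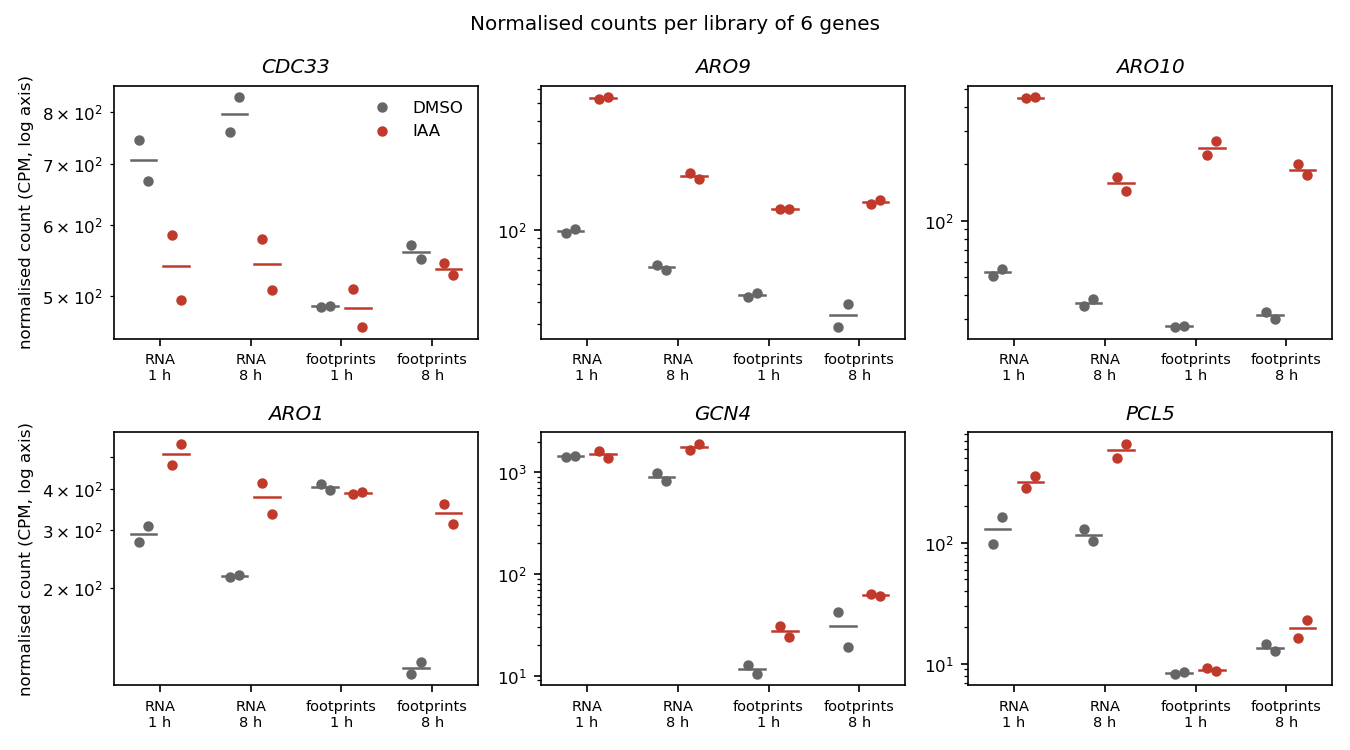
CPM of CDC33, ARO9, ARO10, ARO1, GCN4 and PCL5 in each library on separate log axes, for RNA and footprints at 1 h and 8 h, with a point per library, grey for DMSO and red for IAA, and a line at the mean of 2. ARO10 RNA at 1 h lies at a mean of 449 CPM with IAA and 52.9 CPM with DMSO.

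Lists of genes fixed before the data were examined were tested with camera, and their members counted. Of the Gcn4 targets in amino acid biosynthesis, 23 of 47 rose and 8 fell (23 and 8 adjusted over the list alone), with median 0.22, camera adjusted p = 3.55e-05, adjusted p = 0.451 with an estimated correlation. The serine pathway gene SER3 (1.44) and the leucine regulator LEU3 (0.81) were among those that rose. For aromatic amino acid biosynthesis, 7 of 12 rose (7 adjusted over the list alone), with median 0.31, camera adjusted p = 0.0176, adjusted p = 0.451 with an estimated correlation, and ARO3 (0.81), TYR1 (0.53) and TRP4 (0.53) joined ARO1. In the Ehrlich pathway 4 of 12 rose and 3 fell (4 and 3 adjusted over the list alone), with median 0.09, camera adjusted p = 0.000380, adjusted p = 0.451 with an estimated correlation. Besides ARO9 and ARO10 the members with the smallest p were the transporter gene ESBP6 (1.12 ± 0.07) and the branched-chain aminotransferase gene BAT1 (-0.65 ± 0.09). Among phosphate starvation genes, 5 of 15 rose (6 higher and 1 lower adjusted over the list alone), with median 0.17, camera adjusted p = 0.0306, adjusted p = 0.706 with an estimated correlation, for example GIT1 (1.55) and PHM8 (1.26).

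Genes of sulfur metabolism and of sugar breakdown fell. Of the sulfur genes 6 of 26 rose and 15 fell (7 and 17 adjusted over the list alone), with median -0.66, camera adjusted p = 9.55e-07, adjusted p = 0.451 with an estimated correlation, and the sulfhydrylase gene MET17 (-1.68 ± 0.08) and the S-adenosylmethionine synthetase gene SAM2 (-1.55 ± 0.09) fell like MET6. In glycolysis and fermentation 16 of 19 fell (16 adjusted over the list alone), with median -0.93, camera adjusted p = 2.04e-12, adjusted p = 0.451 with an estimated correlation. Log2 fold changes there were -1.50 ± 0.12 for HXK2, -1.36 ± 0.16 for PGK1 and -1.29 ± 0.17 for ADH1. Of the proteasome genes 31 of 33 fell (32 lower and 1 higher adjusted over the list alone), with median -0.57, camera adjusted p = 2.78e-12, adjusted p = 0.529 with an estimated correlation, including the core subunit genes PRE7 (-0.999), PRE1 (-0.81) and PRE2 (-0.74). In purine biosynthesis 11 of 16 fell (12 adjusted over the list alone), with median -0.49, camera adjusted p = 8.31e-05, adjusted p = 0.532 with an estimated correlation, for example ADE17 (-1.48) and SHM2 (-1.21). Of the histone genes 9 of 10 fell (10 adjusted over the list alone), with median -0.47, camera adjusted p = 8.31e-05, adjusted p = 0.545 with an estimated correlation, for example the linker histone gene HHO1 (-1.08), while the histone H4 genes HHF1 (-0.63) and HHF2 (-0.77) are near-identical copies.

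Camera placed lists of the translation machinery lower in RNA as well. Of the initiation factors 1 of 28 rose and 15 fell (1 and 16 adjusted over the list alone), with median -0.33, camera adjusted p = 0.00269, adjusted p = 0.545 with an estimated correlation. The eIF4E-binding gene CAF20 (-0.63 ± 0.09), the eIF4G gene TIF4632 (-0.63 ± 0.07) and the eIF1 gene SUI1 (-0.54 ± 0.10) were among those that fell. Of the elongation factors 1 of 11 rose and 7 fell (1 and 7 adjusted over the list alone), with median -0.40, camera adjusted p = 0.0253, adjusted p = 0.602 with an estimated correlation: the eIF5A gene HYP2 (-0.98) and the eEF1B gene EFB1 (-0.77) fell, and HEF3 (1.03), a second eEF3 gene, rose. Of the ribosomal protein genes, most of which are pairs of near-identical copies, 16 of 138 fell and 1 rose, and none passed when adjusted over the list alone. Their median of -0.21 (camera adjusted p = 0.000830, adjusted p = 0.784 with an estimated correlation) became 0.01 with total-count scaling. Of the nuclear respiratory genes 11 of 36 fell (8 adjusted over the list alone), with median -0.40, camera adjusted p = 0.00104, adjusted p = 0.750 with an estimated correlation, for example CYC1 (-1.56) and SDH1 (-0.88). Of the stress genes 4 of 36 rose and 11 fell (4 and 11 adjusted over the list alone), with median -0.36, camera adjusted p = 0.0257, adjusted p = 0.750 with an estimated correlation: the chaperone gene SSA2 (-1.69), which has the close copy SSA1, fell, and the catalase gene CTT1 (0.95) and the aldehyde dehydrogenase gene ALD3 (1.19) rose.

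The remaining lists did not pass at 1 h in RNA, namely GCN4 control (adjusted p = 0.678), amino acid permeases (adjusted p = 0.572), poor nitrogen sources (adjusted p = 0.178), ribosome biogenesis (adjusted p = 0.585), mRNA decay (adjusted p = 0.175), drug efflux (adjusted p = 0.423), mitochondrially encoded genes (adjusted p = 0.978), cyclins (adjusted p = 0.163), alpha-cell genes (adjusted p = 0.322), a-cell genes (adjusted p = 0.0545) and meiotic genes (adjusted p = 0.163). Single members that passed went both ways, such as the amino acid transporter genes ALP1 (1.82) and MUP3 (-1.25), the G1 cyclin gene CLN3 (-0.64) and the B-type cyclin gene CLB6 (-1.10). Some markers of cell types that the culture should lack rose, at low levels. Of the a-cell genes 4 of 7 rose (5 adjusted over the list alone), and of the meiotic genes 3 of 9 rose (3 adjusted over the list alone). STE2, the receptor of a-cells, went from 147 and 203 counts to 542 and 872 (1.56 ± 0.16), and the meiotic kinase gene IME2 rose by 1.68 ± 0.12. Small non-coding RNAs were higher too, with 37 of 70 small nucleolar RNAs rising at a median of 0.97.

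The test called 593 genes higher and 418 lower with IAA of 6247 tested, at an absolute log2 fold change of at least 0.58, and 148 of the higher genes were not protein-coding in the reference annotation, 94 of them open reading frames without an entry there. The share of higher calls was 58.7%, and with total-count scaling 86.4% (1150 higher and 181 lower).

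The same question was asked of ribosome footprints at 1 h. ARO10 footprints rose 8.96-fold from 27.3 ± 0.294 to 244 ± 30.8 CPM (SD, n = 2; log2 fold change 3.16 ± 0.09, adjusted p = 8.13e-29) and ARO9 footprints 2.99-fold from 43.5 ± 1.53 to 130.1 ± 0.801 CPM (1.58 ± 0.08, adjusted p = 1.88e-18). GCN4 footprints rose from 11.6 ± 1.51 to 27.5 ± 4.99 CPM (1.21 ± 0.17, adjusted p = 3.30e-07). Further rises were 1.47 ± 0.12 for AIM17, 1.41 ± 0.17 for PHM8, 1.37 ± 0.19 for ARG3 and 1.26 ± 0.15 for HOR7. Falls included the phosphate transporter gene PHO89 (-0.94 ± 0.09), the cytochrome P450 reductase gene NCP1 (-0.82 ± 0.06), the IMP dehydrogenase gene IMD4 (-0.78 ± 0.06) and PAB1, the poly(A)-binding protein gene (-0.69 ± 0.05, adjusted p = 1.19e-13). ARO1 (-0.06 ± 0.06, adjusted p = 0.459), ARO80 (0.09 ± 0.22, adjusted p = 0.826) and PCL5 (0.09 ± 0.23, adjusted p = 0.828) did not pass. ARO1 turned to 0.12 with total-count scaling, and ARO80 to -0.12 without IAA replicate 1.

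Footprints on genes of glycolysis and translation elongation fell. In glycolysis 15 of 19 fell (15 adjusted over the list alone), with median -0.32, camera adjusted p = 1.01e-10, adjusted p = 0.451 with an estimated correlation. PGK1 (-0.39) and PDC1 (-0.50) were examples, as were TDH3 (-0.43) and TDH2 (-0.38), which share reads as close copies. Of the elongation factors 10 of 11 fell (10 adjusted over the list alone), with median -0.31, camera adjusted p = 8.06e-09, adjusted p = 0.451 with an estimated correlation, among them the eEF3 gene YEF3 (-0.54) and the identical eEF2 copies EFT1 (-0.40) and EFT2 (-0.40). In sulfur metabolism 12 of 24 fell (12 adjusted over the list alone), with median -0.29, camera adjusted p = 1.43e-05, adjusted p = 0.451 with an estimated correlation, and log2 fold changes were -0.59 ± 0.06 for SAM1, -0.56 ± 0.06 for MET17 and -0.54 ± 0.06 for MET6. In purine biosynthesis 11 of 16 fell (12 adjusted over the list alone), with median -0.28, camera adjusted p = 1.47e-07, adjusted p = 0.451 with an estimated correlation, for example ADE3 (-0.40) and ADE13 (-0.40). Of the phosphate genes 1 of 14 rose and 9 fell (2 and 9 adjusted over the list alone), with median -0.29, camera adjusted p = 0.00105, adjusted p = 0.451 with an estimated correlation, the exception being PHM8.

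Camera placed other lists higher in footprints. Of the histone genes 7 of 10 rose (7 adjusted over the list alone), with median 0.23, camera adjusted p = 4.32e-06, adjusted p = 0.451 with an estimated correlation, for example HTB1 (0.52) and HTB2 (0.39), 2 copies of histone H2B. Of the Gcn4 targets 14 of 46 rose and 6 fell (16 and 6 adjusted over the list alone), with median 0.06, camera adjusted p = 0.00823, adjusted p = 0.451 with an estimated correlation, and ARG4 (1.13 ± 0.08) and ARG1 (0.82 ± 0.09) were among those higher. Of the nuclear respiratory genes 9 of 36 rose and 2 fell (11 and 2 adjusted over the list alone), with median 0.23, camera adjusted p = 0.00823, adjusted p = 0.464 with an estimated correlation, for example COR1 (0.53) and COX4 (0.63). Of the stress genes 10 of 30 rose and 4 fell (10 and 4 adjusted over the list alone), with median 0.17, camera adjusted p = 0.0221, adjusted p = 0.545 with an estimated correlation: the trehalose synthase gene TSL1 (0.76) rose and SSA2 (-0.35) fell. In the Ehrlich pathway 3 of 12 rose and 3 fell (3 and 3 adjusted over the list alone). Its median was -0.00 and its mean 0.30, and camera placed it higher (adjusted p = 0.00186, adjusted p = 0.451 with an estimated correlation), with the median at 0.18 under total-count scaling. PDC1 and PDC5 (-0.47) fell in this list.

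Ribosomal protein genes went both ways in footprints: 17 of 138 rose and 51 fell (18 and 60 adjusted over the list alone). Their median of -0.10 (camera adjusted p = 0.00823, adjusted p = 0.779 with an estimated correlation) turned to 0.08 with total-count scaling, and the near-identical pairs leave single members such as RPL4A (-0.43) and RPL4B (-0.39) uncertain. The lists that did not pass were aromatic amino acid biosynthesis (adjusted p = 0.133), GCN4 control (adjusted p = 0.863), amino acid permeases (adjusted p = 0.234), poor nitrogen sources (adjusted p = 0.606), ribosome biogenesis (adjusted p = 0.364), initiation factors (adjusted p = 0.280), mRNA decay (adjusted p = 0.0693), proteasome (adjusted p = 0.814), drug efflux (adjusted p = 0.104), cyclins (adjusted p = 0.243) and alpha-cell genes (adjusted p = 0.364). Within them, the processing factor gene NSR1 (-0.63), the rRNA-maturation gene RRP12 (-0.36) and the methionine permease gene MUP1 (-0.40) fell, and the decay factor gene UPF3 (0.82), the cyclin gene PCL1 (0.71) and the weak-acid exporter gene PDR12 (0.76) rose.

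The test called 171 genes higher and 93 lower in footprints of 5169 tested, 64.8% of the calls being higher, and with total-count scaling 519 higher and 14 lower (97.4% higher). DESeq2 called 47 higher and 47 lower, where 162 of the 264 edgeR calls had no DESeq2 adjusted p and 93 were shared, and a fit that shared the spread over the 8 footprint libraries of both times called 83 and 55.

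Translation efficiency at 1 h was tested as the footprint change beyond the RNA change. ALD6 rose in efficiency by 1.79 ± 0.16 (SE, n = 2 per group, adjusted p = 4.83e-05), as did the sulfur genes MET6 (1.22 ± 0.11) and MET17 (1.06 ± 0.11) and the arginase gene CAR1 (1.34 ± 0.13). The iron reductase gene FRE2 (-2.20 ± 0.21), the mitochondrial carrier gene ODC2 (-2.16 ± 0.32) and the transporter gene MCH4 (-1.90 ± 0.26) fell. GCN4 rose by 1.09 ± 0.19 (adjusted p = 0.00175). ARO9 fell by 0.92 on the log2 scale (SE 0.11, adjusted p = 0.000124) and ARO1 fell by 0.94 (SE 0.12, adjusted p = 0.000256). ARO10 (0.01 ± 0.13, adjusted p = 1.000), ARO80 (-0.36 ± 0.21, adjusted p = 0.271) and PCL5 (-1.26 ± 0.67, adjusted p = 0.270) did not pass, and ARO10 was -0.12 without footprint IAA replicate 2.

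Efficiency subtracts the RNA change, so a list whose RNA fell tends to be higher in it. Camera placed the following lists higher. Of the proteasome genes 20 of 33 rose (22 adjusted over the list alone), with median 0.48, camera adjusted p = 1.62e-12, adjusted p = 0.451 with an estimated correlation, for example PRE7 (0.93), RPT2 (0.90) and PRE2 (0.88). Of the histone genes 10 of 10 rose (10 adjusted over the list alone), with median 0.83, camera adjusted p = 1.37e-10, adjusted p = 0.451 with an estimated correlation, for example HHO1 (1.11) and HTB1 (0.94). In glycolysis 8 of 19 rose (11 adjusted over the list alone), with median 0.54, camera adjusted p = 7.32e-09, adjusted p = 0.451 with an estimated correlation, and log2 changes were 1.14 ± 0.14 for HXK2, 0.90 ± 0.16 for PGK1 and 0.88 ± 0.16 for ADH1. Of the nuclear respiratory genes 6 of 36 rose (6 adjusted over the list alone), with median 0.58, camera adjusted p = 1.62e-06, adjusted p = 0.588 with an estimated correlation, for example COX7 (1.03). Of the stress genes 9 of 36 rose and 1 fell (12 and 1 adjusted over the list alone), with median 0.58, camera adjusted p = 1.44e-05, adjusted p = 0.529 with an estimated correlation, for example the chaperone gene HSP42 (1.18) and the trehalose phosphatase gene TPS2 (0.75). Of the mRNA decay genes 8 of 22 rose and 2 fell (10 and 2 adjusted over the list alone), with median 0.24, camera adjusted p = 0.0183, adjusted p = 0.451 with an estimated correlation, such as the deadenylase gene PAN2 (0.79) and the nonsense-decay gene NMD2 (0.55). In sulfur metabolism 8 of 26 rose and 2 fell (8 and 4 adjusted over the list alone). The sulfur median was 0.13, its mean -0.06, and camera placed the list higher (adjusted p = 0.0239, adjusted p = 0.451 with an estimated correlation). SAM2 (1.06) rose and the sulfite reductase gene MET10 (-1.07) fell.

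Lower efficiency was seen for lists of amino acid synthesis, ribosome assembly and phosphate. Of the Gcn4 targets 3 of 47 rose and 15 fell (3 and 15 adjusted over the list alone), with median -0.26, camera adjusted p = 4.69e-05, adjusted p = 0.451 with an estimated correlation, and SER3 (-1.39) fell while the glutamine synthetase gene GLN1 (0.97) rose. In aromatic amino acid biosynthesis 4 of 12 fell (6 lower and 1 higher adjusted over the list alone), with median -0.31, camera adjusted p = 0.0172, adjusted p = 0.451 with an estimated correlation, for example TRP2 (-0.47). Of the ribosome biogenesis genes 4 of 76 rose and 20 fell (4 and 21 adjusted over the list alone), with median -0.17, camera adjusted p = 0.00920, adjusted p = 0.750 with an estimated correlation, including UTP9 (-0.76), MPP10 (-0.73) and RRP12 (-0.50). Of the phosphate genes 5 of 15 fell (5 adjusted over the list alone), with median -0.43, camera adjusted p = 4.69e-05, adjusted p = 0.464 with an estimated correlation, including the acid phosphatase gene PHO5 (-1.27) and VTC3 (-0.75). The lists that did not pass were Ehrlich pathway (adjusted p = 0.164), GCN4 control (adjusted p = 0.435), amino acid permeases (adjusted p = 0.489), poor nitrogen sources (adjusted p = 0.789), ribosomal proteins (adjusted p = 0.329), initiation factors (adjusted p = 0.0657), elongation factors (adjusted p = 0.761), drug efflux (adjusted p = 0.825), mitochondrially encoded genes (adjusted p = 0.795), purine biosynthesis (adjusted p = 0.135), cyclins (adjusted p = 0.163), alpha-cell genes (adjusted p = 0.234), a-cell genes (adjusted p = 0.435) and meiotic genes (adjusted p = 0.407). Members of the initiation list that passed went both ways, with the helicase gene DED1 (0.67) and SUI1 (0.69) higher and the eIF3 gene PRT1 (-0.61) lower. The test called 381 genes higher and 386 lower of 6055 tested.

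At 8 h the same RNA comparison was made in libraries prepared by rRNA depletion in place of poly(A) selection. ARO10 rose 4.30-fold from 36.6 ± 2.31 to 158 ± 19.4 CPM (SD, n = 2; log2 fold change 2.10 ± 0.12, adjusted p = 6.13e-06) and ARO9 3.20-fold from 62.0 ± 2.95 to 198 ± 9.60 CPM (1.68 ± 0.11, adjusted p = 1.08e-05). ARG3, ARG1 and ARG4, genes of arginine synthesis, rose, with log2 fold changes of 2.90 ± 0.15 for ARG3, 2.51 ± 0.13 for ARG1 and 2.12 ± 0.12 for ARG4. The vitamin B6 gene SNO1 (3.59 ± 0.31) and BOP2 (3.11 ± 0.14) rose as well. The mannoprotein gene TIR1 fell from 126 ± 0.708 to 14.8 ± 1.22 CPM (-3.09 ± 0.12, adjusted p = 8.11e-07), and CWP1 (-1.96 ± 0.12), the flavohaemoglobin gene YHB1 (-2.10 ± 0.17), the iron-binding mannoprotein gene FIT1 (-1.94 ± 0.12) and ANB1, the hypoxic copy of eIF5A (-1.93 ± 0.19), fell as well.

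GCN4 mRNA rose from 899.9 ± 105 to 1772 ± 178 CPM (0.98 ± 0.17, adjusted p = 0.00393), PCL5 from 117 ± 19.8 to 582 ± 105 CPM (2.31 ± 0.18, adjusted p = 4.98e-05) and ARO1 from 218 ± 2.35 to 378 ± 58.2 CPM (0.79 ± 0.15, adjusted p = 0.00605). ARO80 did not pass (0.12 ± 0.14, adjusted p = 0.569) and was -0.00 without DMSO replicate 1. Of the Gcn4 targets 24 of 47 rose and 1 fell (25 and 1 adjusted over the list alone), with median 0.41, camera adjusted p = 3.36e-21, adjusted p = 0.451 with an estimated correlation. In aromatic amino acid biosynthesis 6 of 12 rose (7 adjusted over the list alone), with median 0.38, camera adjusted p = 0.00101, adjusted p = 0.451 with an estimated correlation, for example ARO3 (0.74) and TYR1 (0.55). In the Ehrlich pathway 4 of 12 rose and 1 fell (4 and 1 adjusted over the list alone), with median 0.01, camera adjusted p = 0.00293, adjusted p = 0.529 with an estimated correlation. In sulfur metabolism 14 of 26 rose and 3 fell (14 and 3 adjusted over the list alone), with median 0.58, camera adjusted p = 0.000291, adjusted p = 0.484 with an estimated correlation, and the assimilation genes MET16 (1.30), MET10 (1.03) and MET3 (0.98) and the sulfate permease gene SUL2 (1.14) rose. Of the genes for poor nitrogen sources 6 of 22 rose and 1 fell (6 and 2 adjusted over the list alone), with median 0.42, camera adjusted p = 0.00823, adjusted p = 0.451 with an estimated correlation. The glutamate dehydrogenase gene GDH2 (1.23) and the general permease gene GAP1 (1.21) rose and the aminotransferase gene CAR2 (-0.99) fell.

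The mitochondrially encoded genes rose together: 7 of 8 rose (7 adjusted over the list alone), with median 1.41, camera adjusted p = 1.68e-10, adjusted p = 0.451 with an estimated correlation. Log2 fold changes were 1.61 ± 0.18 for COB, 1.48 ± 0.20 for COX2, 1.27 ± 0.17 for COX3 and 1.35 ± 0.19 for ATP6. Of the nuclear respiratory genes 5 of 36 rose and 1 fell (5 and 1 adjusted over the list alone), with median 0.22, camera adjusted p = 0.0353, adjusted p = 0.666 with an estimated correlation, and QCR9 (0.99) rose while CYC1 (-1.30) fell. Of the a-cell genes 3 of 6 rose (3 adjusted over the list alone), with median 0.99, camera adjusted p = 0.0183, adjusted p = 0.547 with an estimated correlation, STE2 going from 40 and 68 counts to 141 and 146. The share of counts on mitochondrial genes was 1.06% with IAA and 0.456% with DMSO, beside 11.3 and 5.38% for SCR1, 3.89 and 1.70% for small nuclear RNAs and 78.9 and 89.6% for protein-coding genes, and small nucleolar RNAs were higher as well, at a median of 0.53 (17 of 72 rose).

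Camera placed glycolysis, the proteasome and lists of the translation machinery lower in RNA at 8 h. In glycolysis 14 of 19 fell (17 adjusted over the list alone), with median -0.85, camera adjusted p = 3.56e-13, adjusted p = 0.455 with an estimated correlation, for example ADH1 (-1.34), PGK1 (-1.22) and ENO2 (-1.14). Of the proteasome genes 13 of 33 fell (22 adjusted over the list alone), with median -0.33, camera adjusted p = 1.96e-08, adjusted p = 0.451 with an estimated correlation, for example RPT2 (-0.80). Of the initiation factors 12 of 28 fell (13 adjusted over the list alone), with median -0.41, camera adjusted p = 3.41e-05, adjusted p = 0.451 with an estimated correlation, and CAF20 (-0.87 ± 0.13) and the eIF3 gene TIF35 (-0.73 ± 0.12) fell. Of the elongation factors 6 of 11 fell (8 adjusted over the list alone), with median -0.51, camera adjusted p = 2.35e-05, adjusted p = 0.451 with an estimated correlation. Of the ribosomal protein genes 7 of 138 fell (3 adjusted over the list alone), with median -0.14, camera adjusted p = 0.0143, adjusted p = 0.799 with an estimated correlation. Of the histone genes 3 of 10 fell (8 adjusted over the list alone), with median -0.39, camera adjusted p = 0.000141, adjusted p = 0.532 with an estimated correlation, HHO1 (-0.93) among them. In purine biosynthesis 1 of 16 rose and 3 fell (1 and 3 adjusted over the list alone), with median -0.26, camera adjusted p = 0.0116, adjusted p = 0.619 with an estimated correlation. The lists that did not pass were GCN4 control (adjusted p = 0.181), amino acid permeases (adjusted p = 0.279), ribosome biogenesis (adjusted p = 0.333), mRNA decay (adjusted p = 0.572), stress response (adjusted p = 0.893), drug efflux (adjusted p = 0.540), phosphate starvation (adjusted p = 0.538), cyclins (adjusted p = 0.379), alpha-cell genes (adjusted p = 0.435) and meiotic genes (adjusted p = 0.572). Single members of these that rose included the small stress gene DDR2 (1.80), CTT1 (1.18) and the exporter gene ATR1 (1.23), and SSA2 (-1.31), PHO12 (-0.86) and the pheromone gene MF(ALPHA)2 (-1.11) fell.

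The test called 387 genes higher and 252 lower of 6100 tested. Without IAA replicate 2 it called 243 and 144.

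Footprints at 8 h rose on genes of amino acid synthesis and sulfur metabolism. Among genes of arginine synthesis, log2 fold changes were 3.32 ± 0.25 for ARG3, 2.76 ± 0.19 for ARG56, 2.57 ± 0.15 for ARG1 and 1.88 ± 0.14 for ARG4. ARO10 rose from 31.4 ± 2.04 to 186 ± 17.5 CPM (SD, n = 2; log2 fold change 2.60 ± 0.16, adjusted p = 1.35e-49), ARO9 from 34.0 ± 7.08 to 142 ± 5.21 CPM (1.99 ± 0.16, adjusted p = 4.24e-30) and ARO1 from 114 ± 6.55 to 338 ± 33.3 CPM (1.55 ± 0.13, adjusted p = 8.65e-29). SNZ1, a vitamin B6 synthesis gene (3.68 ± 0.31), FIG2, a mating adhesin gene with low DMSO counts (4.16 ± 0.42), and the stress gene HSP12 (2.80 ± 0.25) rose too. TIR1 fell from 220.2 ± 11.6 to 34.1 ± 1.97 CPM (-2.69 ± 0.15, adjusted p = 1.71e-59), with CWP1 (-1.61 ± 0.14), CYC1 (-1.52 ± 0.23), PHM6 (-1.72 ± 0.30) and the ADP/ATP carrier gene AAC3 (-2.24 ± 0.40). GCN4 rose from 30.8 ± 16.2 to 62.3 ± 2.22 CPM (1.23 ± 0.20, adjusted p = 1.29e-07), a call lost with DESeq2 (1.04) and without DMSO replicate 2 (0.54). PCL5 (0.59 ± 0.30, adjusted p = 0.139) and ARO80 (0.13 ± 0.34, adjusted p = 0.833, and -0.04 without IAA replicate 1) did not pass.

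Of the Gcn4 targets 32 of 46 rose (33 adjusted over the list alone), with median 0.69, camera adjusted p = 4.75e-32, adjusted p = 0.451 with an estimated correlation. In aromatic amino acid biosynthesis 8 of 12 rose (8 adjusted over the list alone), with median 0.58, camera adjusted p = 5.85e-07, adjusted p = 0.451 with an estimated correlation, for example ARO3 (1.04), ARO4 (0.95) and TRP4 (0.83). In the Ehrlich pathway 5 of 12 rose (5 adjusted over the list alone), with median 0.20, camera adjusted p = 0.000259, adjusted p = 0.529 with an estimated correlation, ARO8 (0.67) and BAT1 (0.50) among them. In sulfur metabolism 15 of 25 rose (16 adjusted over the list alone), with median 0.67, camera adjusted p = 7.19e-11, adjusted p = 0.451 with an estimated correlation, and log2 fold changes were 2.51 ± 0.27 for MET3, 2.35 ± 0.18 for MET5, 2.00 ± 0.19 for MET10 and 1.25 ± 0.13 for MET17. In the list of GCN4 control 4 of 14 rose (4 adjusted over the list alone), with median 0.19, camera adjusted p = 0.0364, adjusted p = 0.451 with an estimated correlation, including GCN1 (0.93) and GCN20 (0.56), which act on the kinase Gcn2. Of the amino acid permeases 7 of 16 rose (7 adjusted over the list alone), with median 0.35, camera adjusted p = 0.00616, adjusted p = 0.451 with an estimated correlation, for example GAP1 (1.52) and CAN1 (0.82). Of the genes for poor nitrogen sources 4 of 15 rose and 2 fell (6 and 2 adjusted over the list alone), with median 0.49, camera adjusted p = 0.00515, adjusted p = 0.451 with an estimated correlation, for example GDH2 (2.22) and the urea amidolyase gene DUR12 (2.12).

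Ribosomal protein and ribosome biogenesis genes moved in opposite directions in footprints at 8 h. Of the ribosomal protein genes 2 of 137 rose and 102 fell (2 and 112 adjusted over the list alone), with median -0.43, camera adjusted p = 2.72e-25, adjusted p = 0.451 with an estimated correlation, for example the stalk protein genes RPP2B (-0.97) and RPP1A (-0.89), and the median was -0.16 with total-count scaling. Of the ribosome biogenesis genes 34 of 75 rose and 3 fell (39 and 3 adjusted over the list alone), with median 0.33, camera adjusted p = 9.55e-07, adjusted p = 0.451 with an estimated correlation, for example the RNA polymerase I genes RPA190 (0.92) and RPA135 (0.84) and UTP10 (0.90). Of the elongation factors 4 of 11 fell (5 adjusted over the list alone), with median -0.22, camera adjusted p = 0.0253, adjusted p = 0.455 with an estimated correlation, and their median was 0.05 with total-count scaling. EFB1 (-0.77) and ANB1 (-0.80) were among those that fell. In glycolysis 3 of 19 rose and 11 fell (3 and 11 adjusted over the list alone), with median -0.42, camera adjusted p = 8.98e-05, adjusted p = 0.545 with an estimated correlation, for example GPM1 (-0.73). Of the histone genes 6 of 10 fell (8 adjusted over the list alone), with median -0.36, camera adjusted p = 0.00264, adjusted p = 0.602 with an estimated correlation. Of the stress genes 13 of 32 rose and 2 fell (13 and 2 adjusted over the list alone), with median 0.39, camera adjusted p = 0.000294, adjusted p = 0.460 with an estimated correlation, the disaggregase gene HSP104 (1.09) and the chaperone gene SSA4 (2.14) rising. The lists that did not pass were initiation factors (adjusted p = 0.466), mRNA decay (adjusted p = 0.0545), proteasome (adjusted p = 0.259), drug efflux (adjusted p = 0.164), nuclear respiratory genes (adjusted p = 0.1601), purine biosynthesis (adjusted p = 0.0681), phosphate starvation (adjusted p = 0.503), cyclins (adjusted p = 0.725) and alpha-cell genes (adjusted p = 0.978). Within them the eIF5B gene FUN12 (0.73), the exonuclease gene XRN1 (0.94), ATR1 (2.07), ADE6 (0.91) and PHO89 (1.16) rose and CAF20 (-0.66) fell.

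The test called 366 genes higher and 336 lower of 5012 tested, 52.1% of them higher, and with total-count scaling 967 and 75 (92.8% higher). Without IAA replicate 1 the counts were 204 and 171, and DESeq2 called 223 lower (88 of the 702 edgeR calls had no DESeq2 adjusted p and 461 were shared).

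Translation efficiency at 8 h rose for URA2 and MET5 and fell for PCL5. URA2, encoding the first enzymes of pyrimidine synthesis, rose by 1.68 ± 0.19 (SE, n = 2 per group, adjusted p = 9.28e-05) and the sulfite reductase gene MET5 by 1.81 ± 0.23 (adjusted p = 0.000310). GCN1 (1.28 ± 0.22), HSP104 (1.40 ± 0.19), FUN12 (1.11 ± 0.21), UTP14 (1.07 ± 0.21), ANB1 (1.09 ± 0.20) and FIG2 (2.69 ± 0.40) also rose. PCL5 fell by 1.75 on the log2 scale (SE 0.28, adjusted p = 0.00190), and YGL088W fell too (-2.55 ± 0.32), an open reading frame that overlaps a small nucleolar RNA and is therefore uncertain. ARO1 rose by 0.71 ± 0.19 (adjusted p = 0.0284), a call lost without footprint DMSO replicate 1 (0.65), footprint DMSO replicate 2 (0.80), footprint IAA replicate 1 (0.62) or RNA IAA replicate 2 (0.61). ARO9 (0.25 ± 0.19, adjusted p = 0.475), ARO10 (0.44 ± 0.20, adjusted p = 0.180), ARO80 (-0.05 ± 0.30, adjusted p = 0.955) and GCN4 (0.24 ± 0.29, adjusted p = 0.674, and -0.45 without footprint DMSO replicate 2) did not pass. ARO80 turned to 0.03 with total-count scaling.

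Of the ribosome biogenesis genes 10 of 75 rose (23 higher and 1 lower adjusted over the list alone), with median 0.35, camera adjusted p = 2.41e-08, adjusted p = 0.451 with an estimated correlation. Of the initiation factors 5 of 28 rose (10 adjusted over the list alone), with median 0.36, camera adjusted p = 1.01e-05, adjusted p = 0.451 with an estimated correlation. In glycolysis 7 of 19 rose (11 adjusted over the list alone), with median 0.51, camera adjusted p = 7.01e-06, adjusted p = 0.464 with an estimated correlation, and of the proteasome genes 3 of 33 rose (4 adjusted over the list alone), with median 0.17, camera adjusted p = 0.00324, adjusted p = 0.451 with an estimated correlation, RPT2 (0.92) among them. Of the stress genes 9 of 35 rose (12 adjusted over the list alone), with median 0.36, camera adjusted p = 7.50e-05, adjusted p = 0.451 with an estimated correlation. In purine biosynthesis 5 of 16 rose (10 higher and 1 lower adjusted over the list alone), with median 0.47, camera adjusted p = 8.04e-05, adjusted p = 0.451 with an estimated correlation. In sulfur metabolism 5 of 26 rose (10 adjusted over the list alone), with median 0.45, camera adjusted p = 0.000133, adjusted p = 0.451 with an estimated correlation, and of the Gcn4 targets 3 of 46 rose and 1 fell (8 and 1 adjusted over the list alone), with median 0.29, camera adjusted p = 0.000628, adjusted p = 0.451 with an estimated correlation. Of the elongation factors 1 of 11 rose (1 adjusted over the list alone), with median 0.33, camera adjusted p = 0.0143, adjusted p = 0.451 with an estimated correlation, and of the mRNA decay genes 3 of 22 rose (5 higher and 1 lower adjusted over the list alone), with median 0.16, camera adjusted p = 0.0206, adjusted p = 0.529 with an estimated correlation. Ribosomal protein genes were lower in efficiency: 6 of 137 fell (6 adjusted over the list alone), with median -0.31, camera adjusted p = 3.42e-11, adjusted p = 0.532 with an estimated correlation. The lists that did not pass were Ehrlich pathway (adjusted p = 0.118), aromatic amino acid biosynthesis (adjusted p = 0.123), GCN4 control (adjusted p = 0.476), amino acid permeases (adjusted p = 0.143), poor nitrogen sources (adjusted p = 0.355), drug efflux (adjusted p = 0.248), nuclear respiratory genes (adjusted p = 0.446), phosphate starvation (adjusted p = 0.850), cyclins (adjusted p = 0.653), histones (adjusted p = 0.715), alpha-cell genes (adjusted p = 0.661), a-cell genes (adjusted p = 0.795) and meiotic genes (adjusted p = 0.825).

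The test called 202 genes higher and 121 lower of 5442 tested, 62.5% of them higher, and with total-count scaling 347 and 102 (77.3% higher). These counts rested on single libraries: higher and lower calls were 18 and 12 without footprint IAA replicate 1, 147 and 95 without footprint IAA replicate 2, 93 and 92 without footprint DMSO replicate 1, 174 and 93 without footprint DMSO replicate 2, 373 and 176 without RNA DMSO replicate 1, 105 and 20 without RNA DMSO replicate 2, 314 and 104 without RNA IAA replicate 1, and 65 and 16 without RNA IAA replicate 2.

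**Figure D2:**
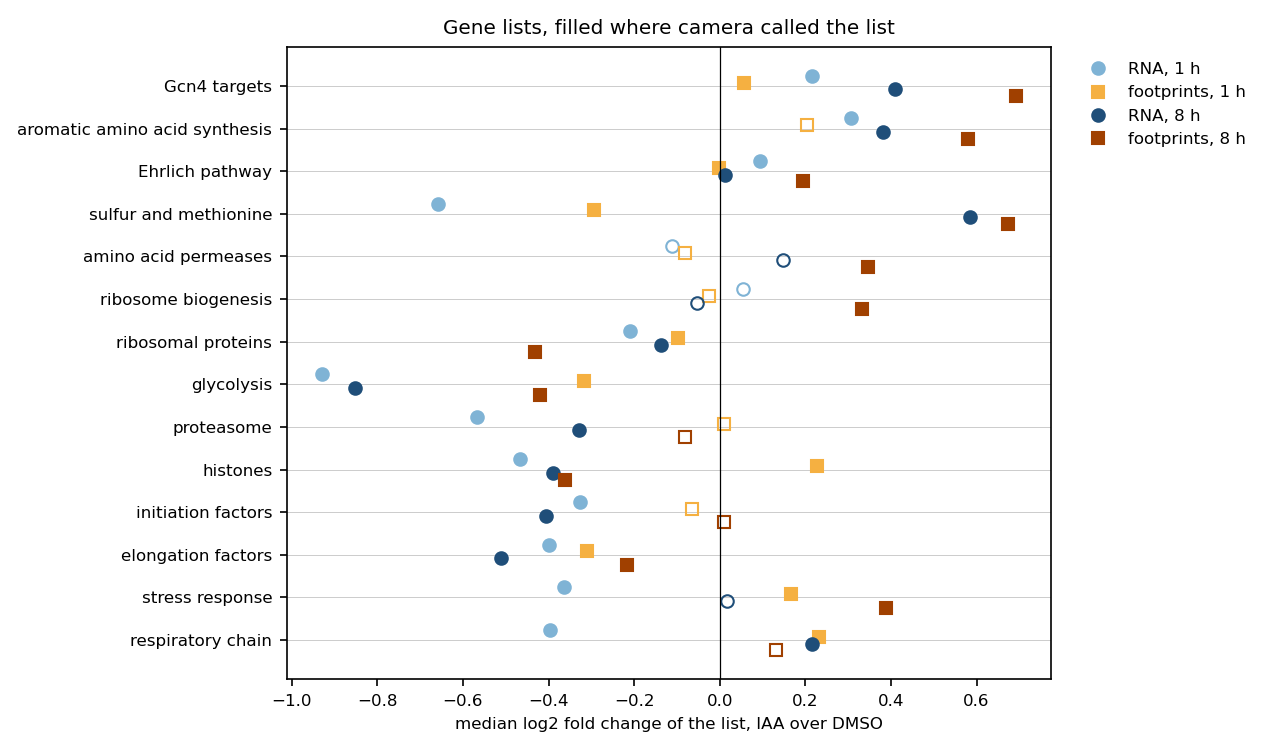
Median log2 fold change (IAA over DMSO, x axis) of 14 gene lists for RNA (circles) and footprints (squares) at 1 h (light) and 8 h (dark), filled where camera with its preset correlation gave an adjusted p under 0.05. Glycolysis lies at -0.93 in RNA at 1 h, and with total-count scaling the medians of ribosomal proteins in RNA (0.01) and footprints (0.08) at 1 h, of the Ehrlich pathway in footprints at 1 h (0.18) and of elongation factors in footprints at 8 h (0.05) were positive.

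Over the 6 comparisons, camera with its preset correlation called 75 of 143 list tests. With a correlation estimated from the residuals it called 0, and 10 had an unadjusted p under 0.05.

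Whether the IAA effect differed between 8 h and 1 h was tested as an interaction within each assay. Library preparation also changed between the times in both assays, so time and preparation cannot be told apart here. In RNA the effect on MET6 was more positive at 8 h by 1.73 (adjusted p = 0.00252) and that on HXT2 by 1.19 (adjusted p = 0.0124), the latter not called without the 8 h IAA replicate 1 (1.04). It was more negative for TIR1 (-2.40, adjusted p = 0.00152), FIT1 (-1.98, adjusted p = 0.000852) and snR46 (-2.36, adjusted p = 0.000199). ARO10 (-0.99 ± 0.16, adjusted p = 0.0120) and ARO9 (-0.77 ± 0.15, adjusted p = 0.0260) responded less at 8 h. The ARO10 call was lost without the 8 h DMSO replicate 2 (-0.93) and without the 8 h IAA replicate 2 (-0.86), and the ARO9 call without any 1 of the 8 libraries, at values from -0.84 to -0.71. GCN4 (0.89 ± 0.20, adjusted p = 0.0525), PCL5 (1.01 ± 0.37, adjusted p = 0.241), ARO1 (-0.03 ± 0.20, adjusted p = 0.965), ARO80 (-0.27 ± 0.17, adjusted p = 0.460) and CDC33 (-0.18 ± 0.20, adjusted p = 0.714) did not pass.

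In footprints the effect at 8 h was more positive for ARG56 (2.26, adjusted p = 6.52e-07), PHO89 (2.12, adjusted p = 9.63e-09) and ARO1 (1.62 ± 0.14, adjusted p = 2.63e-08), and more negative for TIR1 (-2.30, adjusted p = 6.63e-10), CWP1 (-1.62, adjusted p = 3.28e-07) and CYC1 (-1.46, adjusted p = 0.000425). ARO10 (-0.54 ± 0.18, adjusted p = 0.0518), ARO9 (0.40 ± 0.17, adjusted p = 0.126), GCN4 (0.07 ± 0.35, adjusted p = 0.934), PCL5 (0.53 ± 0.36, adjusted p = 0.385) and CDC33 (-0.04 ± 0.12, adjusted p = 0.884) did not pass. Among lists, the sulfur genes differed in both assays: 13 of 26 were more positive (18 adjusted over the list alone) in RNA, with median 0.82, camera adjusted p = 7.83e-34, adjusted p = 0.167 with an estimated correlation, and 15 of 25 were more positive (20 adjusted over the list alone) in footprints, with median 1.38, camera adjusted p = 1.28e-20, adjusted p = 0.169 with an estimated correlation. Of the Gcn4 targets 28 of 46 were more positive (32 adjusted over the list alone) in footprints, with median 0.62, camera adjusted p = 1.55e-25, adjusted p = 0.183 with an estimated correlation. Of the ribosomal protein genes 45 of 137 were more negative (80 adjusted over the list alone) in footprints, with median -0.31, camera adjusted p = 3.62e-20, adjusted p = 0.349 with an estimated correlation. Of the ribosome biogenesis genes 25 of 75 were more positive (36 higher and 1 lower adjusted over the list alone) in footprints, with median 0.34, camera adjusted p = 5.87e-10, adjusted p = 0.183 with an estimated correlation.

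In RNA 68 genes were called more positive and 38 more negative at 8 h of 6451 tested (64.2% positive), and with total-count scaling 47 and 106 (30.7% positive). DESeq2 called 148 and 69. Leaving out a library gave, for positive and negative calls, 78 and 24 without the 1 h DMSO replicate 1, 47 and 23 without the 1 h DMSO replicate 2, 35 and 18 without the 1 h IAA replicate 1, 39 and 18 without the 1 h IAA replicate 2, 29 and 24 without the 8 h DMSO replicate 2, 29 and 12 without the 8 h IAA replicate 1, and 29 and 7 without the 8 h IAA replicate 2. In footprints 295 were more positive and 166 more negative of 5034 tested (63.99% positive), and with total-count scaling 368 and 109 (77.1% positive). DESeq2 called 71 more negative, where 88 of the 461 edgeR calls had no DESeq2 adjusted p and 323 were shared. The negative calls in footprints were 70 without the 1 h DMSO replicate 2, 71 without the 1 h IAA replicate 1, 78 without the 1 h IAA replicate 2 and 250 without the 8 h DMSO replicate 2.

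RNA and footprint changes were compared gene by gene. At 1 h 37 genes were higher in both assays, among them ARO9, ARO10 and ARG4, and 9 were lower in both, of 5090 tested in both. Independent calls would give 8.99 and 7.33. At 8 h 87 were higher and 68 lower in both of 5010, where independent calls would give 17.8 and 15.6, and ARG3, TIR1 and CWP1 were among them. Opposite calls numbered 4 at 1 h and 2 at 8 h, against 18.2 and 33.3 for independent calls. Across genes the log2 fold changes of the assays had Pearson r = 0.24 at 1 h and 0.49 at 8 h. The difference between the times was not tested on the samples.

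**Figure D3:**
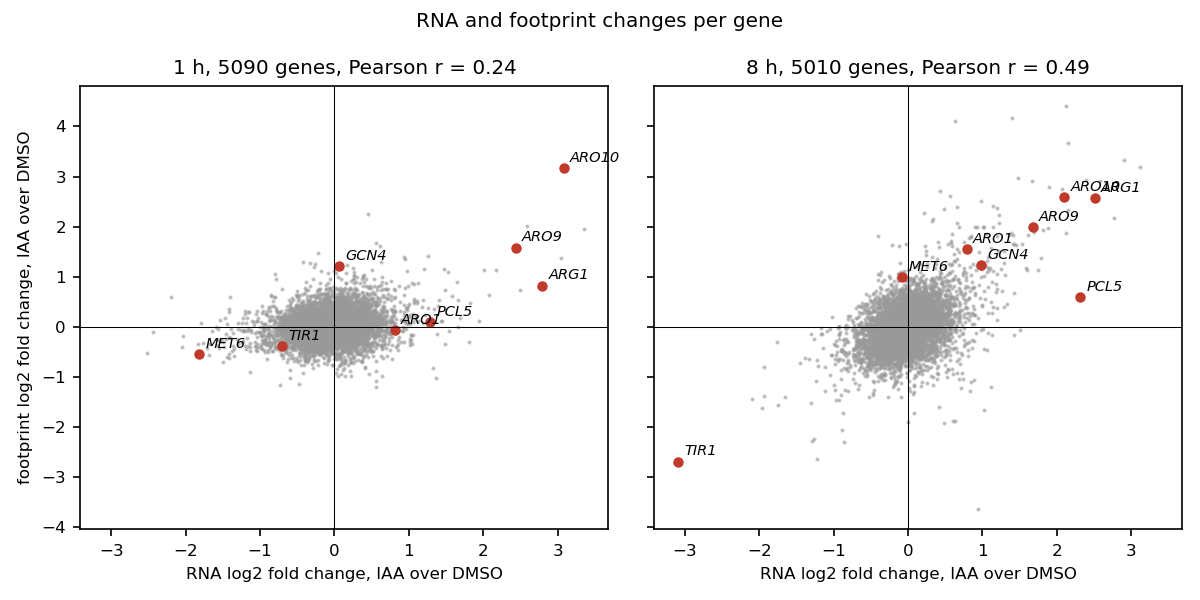
Log2 fold change (IAA over DMSO) of RNA on the x axis against that of footprints on the y axis, a point per gene, for 1 h (5090 genes) and 8 h (5010 genes), with some named genes labelled in red. ARO10 lies at 3.08 in RNA and 3.16 in footprints at 1 h.

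Between the times, 188 genes were higher and 133 lower in RNA at both 1 h and 8 h of 5954 tested in both, where independent calls would give 32.6 and 17.3, and 9 changed direction (r = 0.58). In footprints 44 were higher and 21 lower at both times of 4907, where independent calls would give 11.7 and 5.82, and 4 changed direction (r = 0.34).

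The change in translation efficiency was set against coding length from the reference annotation. At 8 h long genes such as URA2 and GCN1 rose in efficiency and Spearman rho across 5324 genes was 0.39. Medians over 5 equal bins of length, from the shortest to the longest, were -0.28, -0.11, 0.01, 0.09 and 0.24. At 1 h rho was -0.16 across 5756 genes, and the medians were 0.16, 0.04, -0.01, -0.11 and -0.09. For RNA alone rho was 0.13 at 1 h and 0.03 at 8 h, and for footprints alone -0.08 and 0.46. The opposite signs at 1 h and 8 h go with library preparation as well as with time.

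**Figure D4:**
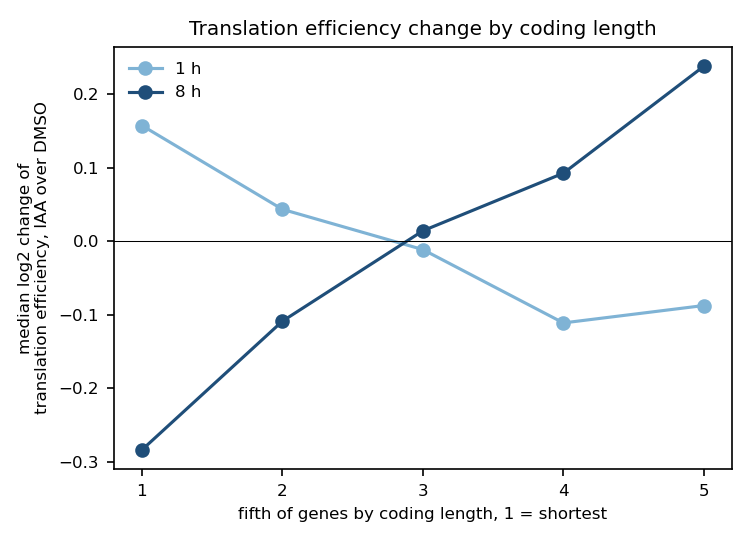
Log2 change in translation efficiency (IAA over DMSO) on the y axis as the median of 5 equal bins of genes by coding length, from the shortest to the longest on the x axis, with light points for 1 h and dark points for 8 h. At 8 h the median runs from -0.28 in the shortest bin (at most 660 nt) to 0.24 in the longest (at least 2139 nt).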

Values the study reported

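For RNA at 1 h the study reported 454 transcripts that went up and 429 that went down. It gave a log2 fold change of 0.61 for footprints on GCN4 at 1 h, and for PCL5 translation efficiency a log2 fold change of −1.77.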

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

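The explanations weighed here were written before the results that test them were seen (2 on sulfur genes, written afterwards, are not tested here), and total-count scaling was chosen after seeing the data. The effect of IAA differed between 8 h and 1 h, by the interaction test, for named genes in RNA (log2 differences of -2.36 for snR46, -1.98 for FIT1, -2.40 for TIR1, 1.73 for MET6, -3.72 for YOR041C, -0.99 for ARO10, 1.19 for HXT2, -0.77 for ARO9, -1.11 for PLB2, 2.04 for YIL082W, -1.60 for YHB1 and 3.03 for TMA10, adjusted p from 0.000199 to 0.0481) and in footprints (-2.30 for TIR1, 2.12 for PHO89, 1.62 for ARO1, -1.62 for CWP1, 2.26 for ARG56, 1.97 for ARG3, -1.46 for CYC1, -2.13 for ICS2, 1.43 for NRE1, -1.98 for AAC3, 1.76 for HSP12, -1.36 for PHM6 and 3.63 for FIG2, adjusted p from 6.63e-10 to 0.0377). Calls were kept in only part of the 8 fits that each left out 1 library for ARO10 (6 of 8, -1.14 to -0.86), HXT2 (7 of 8, 1.01 to 1.35), PLB2 (3 of 8, -1.31 to -0.93), YIL082W (2 of 8, 1.60 to 2.41), YHB1 (1 of 8, -1.92 to -1.21) and TMA10 (2 of 8, 2.19 to 3.58) in RNA and AAC3 (7 of 8, -2.20 to -1.65), HSP12 (3 of 8, 1.24 to 2.09) and PHM6 (1 of 8, -1.97 to -0.92) in footprints, and in none for ARO9 in RNA (0 of 8, -0.84 to -0.71). YOR041C and YIL082W have no reference entry. TMA10 also lost its call with total-count scaling (2.86). The differences cannot be told apart from the change in library preparation.

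Camera called the difference between the times for lists in RNA, with medians of 0.0771 for Gcn4 targets, 0.82 for sulfur metabolism, 0.10 for amino acid permeases, 0.24 for poor nitrogen sources, -0.0943 for ribosome biogenesis, 0.40 for stress response, 0.15 for proteasome, 0.55 for nuclear respiratory genes, 1.40 for mitochondrially encoded genes, 0.22 for purine biosynthesis and -0.39 for phosphate starvation, and in footprints, with medians of 0.49 for aromatic amino acid biosynthesis, 0.62 for Gcn4 targets, 1.38 for sulfur metabolism, 0.36 for amino acid permeases, 0.38 for poor nitrogen sources, -0.31 for ribosomal proteins, 0.34 for ribosome biogenesis, 0.38 for purine biosynthesis and -0.67 for histones. With an estimated correlation the smallest adjusted p among them was 0.167 in RNA and 0.169 in footprints. With total-count scaling the RNA medians of Gcn4 targets (-0.083), amino acid permeases (-0.0555) and proteasome (-0.0137) turned negative.

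Reads that name no gene, which stayed out of the tests, and RNA classes and SCR1, whose genes were tested, took a larger share of RNA in both IAA libraries than in both DMSO libraries where listed. Shares in percent (mean ± SD, n = 2) were 9.84 ± 0.122 against 8.77 ± 0.644 for no feature, 0.0665 ± 0.00243 against 0.0259 ± 0.00234 for small nucleolar RNAs, 0.00453 ± 0.000361 against 0.00259 ± 0.000887 for small nuclear RNAs, 0.00323 ± 0.000831 against 0.00166 ± 0.000319 for tRNAs, 0.0172 ± 0.00449 against 0.0128 ± 0.000932 for rRNAs, 0.00407 ± 0.000453 against 0.00310 ± 0.000646 for mitochondrial genes and 0.00877 ± 0.00175 against 0.00485 ± 0.00280 for SCR1 at 1 h, and 0.865 ± 0.00262 against 0.797 ± 0.0356 for ambiguous reads, 3.65 ± 0.404 against 1.95 ± 0.502 for small nucleolar RNAs, 3.89 ± 0.385 against 1.70 ± 0.734 for small nuclear RNAs, 0.0175 ± 0.000247 against 0.0104 ± 0.00279 for tRNAs, 0.00517 ± 0.00289 against 0.00190 ± 0.00115 for rRNAs, 1.06 ± 0.176 against 0.456 ± 0.0451 for mitochondrial genes and 11.3 ± 0.634 against 5.38 ± 2.32 for SCR1 at 8 h.

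RNA and footprint changes correlated less at 1 h than at 8 h. Corrected for noise (95% bootstrap intervals over genes in brackets), over 3089 genes, the correlation was 0.257 (0.193 to 0.316) at 1 h and 0.658 (0.618 to 0.695) at 8 h, which argues against measurement noise as the whole cause. Changes in 1 h RNA correlated better with 8 h footprints, at 0.364 (0.310 to 0.418), than with 1 h footprints. The difference was 0.108 (0.0514 to 0.168), which cannot weigh a distortion by poly(A) selection, as both correlations share the 1 h RNA. Pairing IAA and DMSO libraries not by number but crosswise, chosen after seeing the data, gave 0.278 (0.213 to 0.344), 0.622 (0.579 to 0.662) and a difference of 0.115 (0.0537 to 0.181). Time, poly(A) selection and footprint preparation stay open, untested.

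Small non-coding RNAs were higher with IAA in RNA at 1 h. Medians were 0.762 for tRNAs, 0.97 for small nucleolar RNAs, 1.34 for small nuclear RNAs and 1.26 for SCR1, RPR1 and NME1. A lower share of polyadenylated mRNA after poly(A) selection would give this. It would also raise SCR1 (0.64), LSR1 (0.13) and TLC1 (0.02), which did not pass. Medians were lower for rRNAs (0.317) and mitochondrial genes (0.200), with no calls. At 8 h, without poly(A) selection, SCR1, RPR1, NME1, LSR1 and TLC1 rose (0.93 to 1.21), so an explanation that needs no selection stays open, untested. Small nucleolar RNA genes outside protein-coding genes had a median of 1.05 (0.785 to 1.34, 59 genes) and those inside 0.126 (11 genes), which argues against reads of host mRNAs.

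The change in translation efficiency followed coding length at 8 h. The smallest rho over the 4 pairs of an IAA and a DMSO footprint library was 0.353, and it was 0.271 between the IAA libraries and -0.102 between the DMSO libraries, so a trend of single libraries may account for part of it and cannot be told apart from an effect of IAA with 2 libraries per group. Without ribosomal protein genes and the most abundant genes rho was 0.336, which argues against these genes as the whole cause. A biological effect of eIF4E loss on long mRNAs stays open.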

How the results depend on the processing

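Total-count scaling was chosen after seeing the data; the other alternatives were not. The cause was not tested for the changes below, except that fewer samples, a looser threshold or genes without an adjusted p change counts by construction. With total-count scaling, genes higher and lower numbered 1150 and 181 for RNA at 1 h, 519 and 14 for footprints at 1 h and 967 and 75 for footprints at 8 h, 347 were higher in efficiency at 8 h, and 106 (RNA) and 109 (footprints) had a more negative effect at 8 h. DESeq2 called 47 higher and 47 lower in footprints at 1 h, 223 lower in footprints at 8 h, and for the times 148 more positive and 69 more negative in RNA and 71 more negative in footprints. A fit of all 8 footprint libraries called 83 and 55 at 1 h. With no minimum fold change the counts were 1391 and 1335 (RNA, 1 h), 585 and 766 (footprints, 1 h), 624 and 662 (efficiency, 1 h), 653 and 630 (RNA, 8 h), 590 and 681 (footprints, 8 h), and 253 more negative at 8 h in footprints. Spearman rho between RNA and footprint changes was 0.18 at 1 h and 0.38 at 8 h, and rho of efficiency with length at 1 h was -0.21 among genes with a mean of at least 100 counts. Of the 143 list tests camera called 75, 0 with an estimated correlation (10 at an unadjusted p under 0.05) and 19 by fry.

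The replicate number as a block gave for the RNA time difference 138 more positive and 76 more negative genes and left 74 lists called, and a block by culture gave 324 higher and 258 lower in efficiency at 8 h. CDC33 RNA at 8 h was no longer called with the block (-0.55). The labels do not tie the numbers and 2 pairs do not settle it, so they were not taken as pairs: deviations of IAA and DMSO libraries from their group means correlated at 0.578 (RNA, 1 h), 0.397 (RNA, 8 h), 0.0303 (footprints, 1 h) and 0.0423 (footprints, 8 h), and those of RNA and footprints at -0.00485 (IAA) and -0.0162 (DMSO) at 1 h and 0.199 (IAA) and 0.0573 (DMSO) at 8 h. Under the block the direction turned for lists far from the threshold, with adjusted p of 0.932 for GCN4 control in footprints at 1 h, 0.757 for stress in RNA at 8 h, 0.904 for alpha-cell genes in footprints at 8 h, 0.809 for elongation and 0.987 for efflux in efficiency at 1 h, and 0.859 for efflux in the RNA time difference.

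Total-count scaling turned the medians of ribosomal proteins in RNA (0.00654) and footprints (0.0848) at 1 h, the Ehrlich pathway in footprints at 1 h (0.18), elongation factors in footprints at 8 h (0.0532), and in the RNA time difference Gcn4 targets (-0.083), permeases (-0.0555) and proteasome (-0.0137). It turned CDC33 in footprints at 1 h (0.17, now called) and 8 h (0.21), ARO1 in footprints at 1 h (0.12) and ARO80 efficiency at 8 h (0.0297). ARO10 efficiency at 1 h was -0.00569 with DESeq2, -0.00640 with its size factors and -0.000230 with the block. Leaving out single libraries turned values that had not passed, with ranges of -0.0594 to 0.17 for GCN4 RNA at 1 h, -0.078 to 0.0621 for CDC33 and -0.12 to 0.32 for ARO80 footprints at 1 h, -0.12 to 0.14 for ARO10 efficiency at 1 h, -0.000987 to 0.27 for ARO80 RNA, -0.0402 to 0.29 for ARO80 footprints, -0.21 to 0.12 for ARO80 efficiency and -0.45 to 0.65 for GCN4 efficiency at 8 h.

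Leaving out a library at a time gave 510 to 626 higher and 442 to 510 lower genes for RNA at 1 h, 139 to 176 higher and 87 to 106 lower for footprints at 1 h, 284 to 452 higher and 283 to 381 lower for efficiency at 1 h, 243 to 479 higher and 144 to 278 lower for RNA at 8 h, 204 to 451 higher and 171 to 452 lower for footprints at 8 h and 18 to 373 higher and 12 to 176 lower for efficiency at 8 h. For the time difference it gave 29 to 85 more positive and 7 to 31 more negative in RNA and 207 to 393 and 70 to 250 in footprints. Correlations ranged over 0.16 to 0.25 (RNA with footprints, 1 h), 0.36 to 0.56 (8 h), -0.19 to -0.11 (efficiency with length, 1 h) and 0.27 to 0.47 (8 h). Of 534 named gene results with an adjusted p from DESeq2, 502 kept their direction and side of the threshold with DESeq2, and with total-count scaling 529 of 571 did. Over fits without a library 2500 of 2956 did, 442 lost their call and 11 turned. The shallowest library (footprints, DMSO replicate 1 at 8 h) held 1766499 counts, and simulated changes of 0.58 were recovered for 39.8% of genes in footprints at 8 h and 69.8% at 1 h.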

Other observations

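The lists below were put together after single members had been seen, and only the members not seen then were tested, with camera and adjustment over the 3 lists. Genes of hexose transport, sensing and phosphorylation, many of them close copies, were lower in RNA at 1 h: 4 of 9 unseen members fell (HXT1, HXT4, the sensor gene SNF3 and the hexokinase gene HXK2), with a median of -0.868 (adjusted p = 0.000144, and unadjusted p = 0.0517 with an estimated correlation). HXK2 and GLK1 are also in the glycolysis list, and without members of the fixed lists, chosen after seeing the data, 3 of 7 fell at a median of -0.87 (unadjusted p = 0.00188, and 0.0852 with an estimated correlation). Of 10 unseen genes of low oxygen and anaerobic cell wall proteins, 3 fell and 1 rose in RNA at 8 h, with a median of -0.477 (adjusted p = 0.150), which leaves open whether the falls of TIR1 and ANB1 extend to the group. Iron uptake genes had a median of 0.0223 in RNA at 1 h (15 members, 1 of which rose, adjusted p = 0.819), which argues against a shared change of their mRNAs. In footprints at 1 h, looked at afterwards, 9 of 15 fell at a median of -0.34 (unadjusted p = 2.40e-08, and 0.0270 with an estimated correlation).

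The log2 fold change of GCN4 footprints at 1 h was 1.21 here. That is higher than the value quoted from the study above.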
